A study of Mus musculus with 24 samples. Its data were reported in "Stimulation of Adult Muscle Stem Cells with BMPs Results in Direct Activation of Notch Pathway Genes" (2026).

How the data were processed

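RNA was measured by RNA-seq in 24 libraries of mouse muscle stem cells (MuSCs). The 8 groups of 3 libraries were vehicle control, BMP6, BMP6 with DAPT and BMP6 with cycloheximide (CHX), each collected at 1 h and at 3 h. Groups, replicate numbers, doses and times were taken from the labels of each sample. There was no arm with DAPT alone and none with CHX alone.

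According to the labels, RNA was selected by its poly(A) tail and made into strand-specific libraries by the dUTP method, which were sequenced on a DNBSEQ instrument. The authors aligned the reads to the mouse genome build GRCm39 with the GENCODE M32 annotation using STAR 2.7.11a, sorted the alignments with SAMtools 1.17 and assembled transcripts per library with StringTie 2.2.1. The assemblies were merged, and abundance was then estimated against the merged annotation. Names and versions of these tools are those of the submitters' processing notes, and the order of steps is that of the study's methods. The command line in the deposited transcript tables holds the options -u -p -e -B -l -G -o -A -C. The option -u turns off the correction for reads that align to several places. No strand option stands in that command line although the libraries keep strand, so genes that overlap an antisense partner can take up each other's reads.

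The deposited values are TPM values per gene, relative abundances of transcripts that the authors scaled so that each library sums to the same total. The authors also deposited FPKM values, which are scaled by the aligned bases of the library and by transcript length. The deposited coverage per gene and per transcript is the mean read depth per base, not normalized. The joined TPM table held 55111 genes, of which 1554 had no name. Another 250 shared a name with a second gene and were summed by name, which left 53430 names. A merged gene can hold transcripts of several named genes: 514 tested loci held another named gene at a TPM of 0.5 or more. The joined table and the tables per library gave the same values, and 5 gene identifiers stood in the tables per library only.

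Genes without a name and names that begin with Gm or Mir plus a number or with Mirlet, or end in Rik, os or -ps plus an optional number, were left out, 32456 names in all. This follows the rule of the study, except that here a number must follow Gm or Mir, so that genes such as Gmnn and Gmps are kept. The ending os also removes the protein-coding genes Fos, Selenos, Uros and Mios. The rule was kept, and Fos is reported from the alternative that tested all named genes, a choice made after its values were seen. Genes were tested if their mean TPM over the 24 libraries was at least 0.5, which left 11701 genes.

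Tests were run in R 4.3.3 with limma 3.58.1 on log2(TPM + 0.5). One model held the 24 libraries with a term for each of the 8 groups and the replicate number as a block, leaving 14 residual degrees of freedom. Moderated two-sided tests (eBayes with trend and robust) were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p below 0.1 with no fold requirement. The study set this false discovery threshold for its other RNA-seq experiments, and tested the genes of the inhibitor experiment with a paired test. The subset with a fold change of at least 2 was counted too. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes of low abundance. A TPM value is a share of the library, so a change in a few abundant RNAs shifts the rest. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

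The comparisons were BMP6 against control, BMP6 with DAPT against BMP6, and BMP6 with CHX against BMP6, at each time. Further contrasts tested the difference of each effect between 3 h and 1 h, the difference between the control groups of both times, and each inhibitor group against control. Comparisons at 1 h share no library with those at 3 h. At one time, BMP6 against control and each inhibitor against BMP6 share the BMP6 libraries. The change of BMP6-induced genes with an inhibitor was therefore measured over genes that rose at least 2-fold with BMP6 at the other time, and its median was set against 10000 random lists of the same size matched on mean expression.

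The design, the alternatives, the rule for named genes and 29 gene lists were fixed before the data were examined. The lists were the focal genes of the inhibitor experiment, BMP-SMAD1/5/9 targets and feedback genes, BMP ligands with their receptors and SMADs, TGF-beta-SMAD2/3 targets, Notch ligands with receptors and machinery, Notch transcriptional effectors, Notch targets in muscle stem cells, myogenic regulators, muscle contractile and differentiation genes, immediate early genes, NF-kB and cytokine genes, the ATF4 amino acid response, endoplasmic reticulum chaperones, ribosomal proteins, ribosome biogenesis, snoRNA host genes, S phase, G2 and M phase, p53 targets, cholesterol synthesis, the hypoxia response, the reference genes of the study's qPCR arrays, and markers of fibroblasts, endothelium, hematopoietic cells, pericytes, tenocytes, Schwann cells and mature muscle fibres. For each list the called members were counted over all genes tested and adjusted over the list alone. Each list was also tested with camera in limma, which compares its genes with all others at a preset correlation of 0.01, with adjustment over all lists and the 6 main comparisons, and again with an estimated correlation. Of 68 list calls, 5 held with the estimated correlation.

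The text names the focal genes in every comparison, up to 10 genes per direction with the largest change among called genes that moved the same way in all 3 replicate pairs and had a mean TPM of at least 5 in the higher group, and up to 4 members per list with the smallest adjusted p, or with the highest TPM where none was called. Some genes that the rule names are not reported here. Genes outside this rule are said to have been chosen after their values were seen.

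The labels give the replicate number as the batch, and the study compared groups with a paired test, so the number was treated as pairing the libraries. Deviations from the group means of libraries with the same number correlated with a median of 0.304 over 84 pairs of libraries, 81% of them above 0.1. Libraries with different numbers had a median of -0.149 over 168 pairs. Among the pairs compared, the BMP6 and CHX libraries of replicate 2 at 1 h had a correlation of -0.175.

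The alternatives were FPKM in place of TPM, median-of-ratios scaling, quantile normalization, pseudocounts of 0.1 and 1, a minimum mean TPM of 5 or none, all named genes, TPM summed over annotated transcripts, voom on read numbers estimated from coverage, no replicate block, a block within each time, only the groups compared, library weights, eBayes without trend and robust, an adjusted p below 0.05, and leaving out each library and each replicate number. One more, omitting the 3 h libraries of replicate 3, was chosen after seeing the data.

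Depth was taken as aligned bases, from the ratio of the deposited coverage to FPKM. It ran from 16.8 to 21.1 Gb per library with a median of 21.0 Gb. Read counts were not used here, apart from the numbers estimated from coverage for voom, so no counting interval is given, and the precision stated is the spread between replicates. The test was tried on simulated data in which 50 genes per fold size were changed among the 11701. For a 1.25-fold change, 76% were recovered for BMP6 against control at both times, 78% and 76% for DAPT at 1 h and 3 h, and 70% and 66% for CHX. For a 2-fold change, recovery was 98% for BMP6 at 1 h, 96% for CHX at 3 h and 100% for the other comparisons. Between 4.66% and 9% of the simulated calls were false, and 0 had the wrong sign. These shares hold for the simulated data and are not error rates of the real libraries. In the real data up to 8806 genes were called. Leaving out replicate 2 took the DAPT calls at 1 h from 850 to 9, a dependence that the simulated shares do not show.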

Results

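Muscle stem cells (MuSCs) are the Pax7-expressing cells that repair skeletal muscle. They were isolated by magnetic sorting from 8-week-old female mice that carry a Pax7-ZsGreen reporter, cultured for 48 h, and then kept for 6 h without serum in the presence of 200 ng/mL BMPR1A-Fc, a soluble receptor domain that binds BMP ligands. Cells received 100 ng/mL BMP6, a bone morphogenetic protein that signals through SMAD1/5/9, or vehicle. In further arms the cells were exposed for 10 min to 20 µM DAPT or 10 µM CHX before BMP6 was added. DAPT blocks gamma-secretase, the protease that releases the active part of Notch receptors, and CHX blocks protein synthesis. RNA was collected after 1 h and 3 h from 3 replicates of each of the 8 groups. The labels call the replicates biological and give their number as the batch. They do not say from how many mice each came, so p-values measure the spread between these samples.

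The libraries held between 16.8 and 21.1 Gb of aligned bases. The group means were 19.5 ± 1.53 Gb (SD, n = 3) for BMP6 with CHX at 1 h and 19.6 ± 2.46 Gb for the control at 3 h, and lay between 20.7 and 21.1 Gb in the other groups. The share of TPM from mitochondrial genes was 5.31 ± 0.159% and 5.10 ± 0.165% with CHX at 1 h and 3 h, and between 6.28% and 6.54% in the other groups. With CHX at 3 h, 13851 genes had a TPM of at least 1, against 12667 to 13023 in the other groups. Values are given below as mean TPM ± SD over 3 libraries, and changes as log2 fold changes.

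The direct response of MuSCs to BMP6 was measured at 1 h. Genes of BMP-SMAD signalling were among the largest rises. Id3, an inhibitor of basic helix-loop-helix transcription factors, rose from 35.2 ± 2.40 to 620.2 ± 19.3 TPM (log2 change 4.12, adjusted p = 9.11e-12). The inhibitory SMADs Smad6 and Smad7, which act back on the pathway, rose from 1.65 ± 0.0826 to 15.9 ± 1.09 TPM and from 5.55 ± 0.538 to 44.1 ± 1.57 TPM. Among transcription factors, Dlx2 rose from 2.79 ± 0.425 to 55.0 ± 2.19 TPM, Atoh8 from 8.18 ± 0.469 to 75.6 ± 4.93 TPM and the osteoblast factor Sp7 from 0.153 to 6.07 ± 0.878 TPM. Among the genes named by the rule, the largest decreases were smaller, with log2 changes of -1.05 for the semaphorin Sema4c, -1.03 for the phosphatase Dusp10 and -0.90 for Errfi1, a feedback inhibitor of the EGF receptor that fell from 248.7 ± 12.6 to 133.5 ± 16.1 TPM.

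The 5 genes on which the inhibitor experiment centred were higher with BMP6 at 1 h. Id1, a direct SMAD1/5/9 target on chromosome 2 (merged_LIST.16097, 152578171 to 152579330, GRCm39), rose from 82.6 ± 4.26 to 790.2 ± 13.9 TPM (log2 change 3.25, SE 0.091). Hes1, a repressor that is a classical Notch target, lies on chromosome 16 (merged_LIST.10785, 29884158 to 29886614) and rose from 15.0 ± 2.88 to 102 ± 5.30 TPM (2.74, SE 0.207). Hey1, a related Notch target on chromosome 3 (merged_LIST.16599, 8728419 to 8732316), rose from 1.87 ± 0.226 to 7.07 ± 1.06 TPM (1.67, SE 0.265). Lfng, a glycosyltransferase that modifies Notch receptors, on chromosome 5 (merged_LIST.21837, 140593075 to 140601300), rose from 1.91 ± 0.166 to 13.3 ± 2.25 TPM (2.51, SE 0.135). Snai1, a zinc finger repressor on chromosome 2 (merged_LIST.16376, 167380115 to 167384734), rose from 4.45 ± 0.176 to 66.5 ± 2.98 TPM (3.76, SE 0.103). The adjusted p-values ran from 1.11e-14 for Id1 and Snai1 to 0.000616 for Hey1, and each gene was higher in 3 of 3 replicate pairs. Only Hey1 lost its call when all libraries of replicate 2 were left out (1.57, adjusted p = 0.112). The study chose these genes as ones that respond to BMP, so their count of 5, the same when adjusted over the list alone, does not stand for a wider class of genes.

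**Figure D1:**
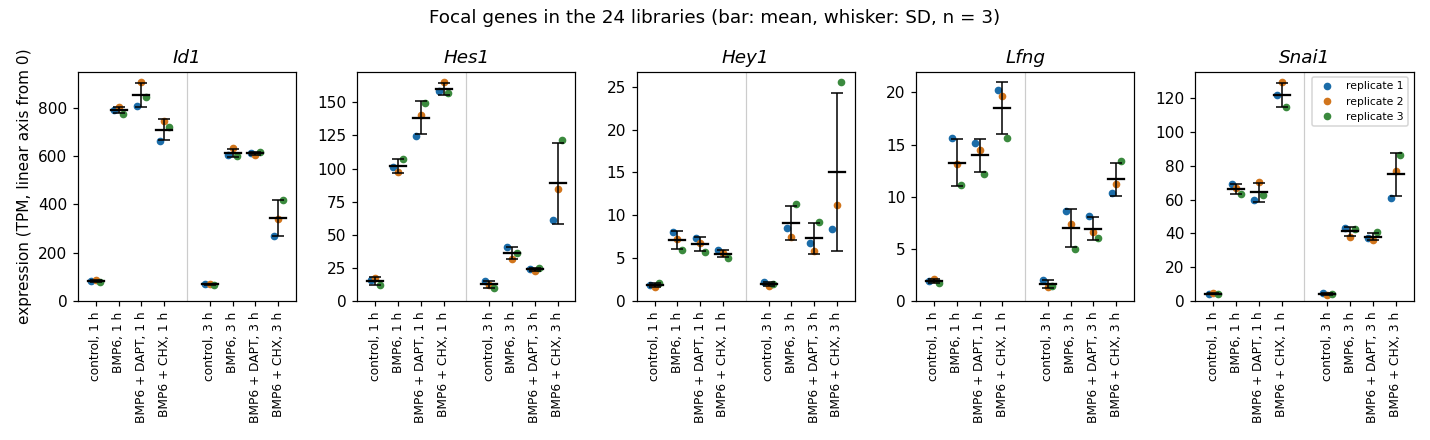
TPM (y axis, linear and starting at 0, with a different range per panel) of Id1, Hes1, Hey1, Lfng and Snai1 in each library (points) of the 4 treatments at 1 h and 3 h; bars are means and whiskers the SD (n = 3). Id1 at 1 h stands at 82.6 TPM in the control and 790.2 TPM with BMP6, and the mean of Snai1 at 1 h is 122 TPM with BMP6 and CHX against 66.5 TPM with BMP6.

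Of 18 measured BMP-SMAD1/5/9 targets and feedback genes, 15 rose and 0 fell with BMP6 at 1 h, 17 rose when adjusted over the list alone, and the median log2 change was 2.29 ± 0.071 (SD over 3 replicate pairs). The camera test gave an adjusted p = 1.81e-46, and an adjusted p = 0.00117 with an estimated correlation. TGF-beta-SMAD2/3 targets also rose, 8 up and 1 down of 18 (10 and 1 adjusted over the list alone, median 0.28, camera adjusted p = 9.41e-10, adjusted p = 0.0144 with an estimated correlation). Among them were Pmepa1, an inhibitor of TGF-beta signalling, from 11.9 ± 0.312 to 38.3 ± 1.07 TPM, and Klf10, from 34.4 ± 4.09 to 213 ± 12 TPM. Of 19 BMP ligands, receptors and SMADs, 3 rose and 2 fell, the co-receptor Rgma by -0.64. Of 9 Notch transcriptional effectors, 5 rose and 2 fell (6 and 2 adjusted over the list alone, median 0.73, camera adjusted p = 7.84e-05, adjusted p = 0.181 with an estimated correlation). Focal genes that also belong to a Notch or BMP list were kept in it. The counts and tests of such lists, here and in the other comparisons, are therefore not evidence apart from the focal genes. The ligands, receptors and machinery of Notch had 4 genes up and 1 down of 26, with a median of -0.01, a mean of 0.13, and an upward test that was not called (camera adjusted p = 0.488). Its median turned positive with median-of-ratios scaling. The gamma-secretase subunit Psen2 fell (-0.34). Of 12 Notch targets in MuSCs, 5 rose, among them Mcam (0.65) and the collagen gene Col5a1, from 24.9 ± 3.40 to 33.7 ± 0.624 TPM (camera adjusted p = 0.00128, adjusted p = 0.63 with an estimated correlation).

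Myogenic factors moved apart at 1 h. Myod1, which drives commitment of MuSCs, rose from 306.5 ± 24.1 to 632.9 ± 25 TPM, and Myf5, which marks early myogenic cells, fell from 62.6 ± 8.31 to 40.8 ± 9.91 TPM (log2 change -0.63, adjusted p = 0.00539). The Myf5 call held in 24 of 25 other settings (highest adjusted p = 0.167). Of 20 myogenic regulators 4 rose and 1 fell (5 and 1 adjusted over the list alone, camera adjusted p = 0.0119, adjusted p = 0.63 with an estimated correlation). Of 20 contractile and differentiation genes, 2 rose at 1 h (8 adjusted over the list alone, median 1.01, camera adjusted p = 1.54e-06, adjusted p = 0.63 with an estimated correlation). One of them, the cardiac actin gene Actc1, stood at 5.80 ± 2.80 TPM in the control and 50.3 ± 38.9 TPM with BMP6 (adjusted p = 0.0959). Its adjusted p was under 0.1 in only 12 of 25 other settings (at most 0.443), and among others not without BMP6 replicate 1 or 2 or control replicate 2 or 3, nor without all libraries of replicate 1 or 2. Of 27 immediate early genes, which respond to stimuli within minutes, 8 rose and 3 fell (11 and 5 adjusted over the list alone, camera adjusted p = 7.76e-05, adjusted p = 0.605 with an estimated correlation). Junb rose from 148.5 ± 24.1 to 425.9 ± 6.41 TPM and Fosb from 1.247 to 6.67 ± 1.66 TPM. The angiogenic factor Vegfa rose from 125.5 ± 7.62 to 230.6 ± 11.8 TPM, while the cytokine gene Tnf fell by 0.91 on the log2 scale.

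In all, limma called 1550 of 11701 genes for BMP6 at 1 h, 688 up and 862 down, of which 77 rose and 4 fell at least 2-fold. After median-of-ratios scaling the calls were 890 up and 696 down, and without the replicate block 517 genes were called. Leaving out control replicate 1 gave 2327 calls, control replicate 2 983, control replicate 3 580 and BMP6 replicate 1 621. Leaving out replicate 2 altogether left 439 calls, and replicate 3 853.

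After 3 h of BMP6, genes of muscle differentiation were higher in addition to the BMP targets. Myh3, the embryonic myosin heavy chain, rose from 3.06 ± 1.84 to 75.1 ± 54.7 TPM (log2 change 4.24, adjusted p = 0.00367), Acta1, the skeletal actin gene, from 27.4 ± 10.5 to 478.9 ± 297 TPM, and Mylpf, a fast myosin light chain, from 26.7 ± 13.8 to 333 ± 202 TPM. Myog, the factor that starts terminal differentiation, rose from 62.5 ± 25.9 to 451 ± 221 TPM (2.80, adjusted p = 0.0033), and Myod1 stood at 307.7 ± 54.8 and 630.5 ± 55.1 TPM (adjusted p = 4.03e-06). Sp7 had the largest rise among the genes named by the rule, from 0.231 to 24.0 ± 2.75 TPM (5.07). Genes that fell included the transcription factor Sox8, from 12.8 ± 3.21 to 1.89 ± 0.682 TPM (-2.48), Dtx4, a ubiquitin ligase linked to Notch, from 14.5 ± 3.85 to 3.94 ± 0.468 TPM (-1.73, adjusted p = 2.84e-12), and Gal, which encodes the neuropeptide galanin, from 933.6 ± 368 to 289.9 ± 197 TPM (-1.83).

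Of the 20 contractile and differentiation genes, 20 rose at 3 h, with a median log2 change of 2.41 ± 0.866 (SD over 3 replicate pairs, camera adjusted p = 6.64e-10, adjusted p = 0.63 with an estimated correlation). The count was the same adjusted over the list alone. Of the adult myosins, Myh4 stood at 0.271 TPM in these libraries, and Myh1 rose from 0.541 ± 0.0891 to 6.94 ± 5.08 TPM (2.61, adjusted p = 0.00887). The size varied between replicates. When the 3 h libraries of replicate 3 were omitted, a choice made after seeing the data, 20 genes still rose with a median of 1.93, and the total of genes called fell to 2797. Of the 20 myogenic regulators, 12 rose and 1 fell (14 and 2 adjusted over the list alone, median 0.29, camera adjusted p = 0.00335, adjusted p = 0.63 with an estimated correlation), and Mymx, needed for cell fusion, rose from 6.247 to 44.9 ± 24.4 TPM. Markers of mature fibres, of which Ckm, Mylpf and Tnnt3 are also in the contractile list, had 5 of 5 genes up (median 2.61, camera adjusted p = 0.00188, adjusted p = 0.63 with an estimated correlation). At 1 h limma called 0 of these 5, with 1 at an unadjusted p under 0.05 and 5 adjusted over the list alone (median 1.18, camera adjusted p = 0.0146, adjusted p = 0.632 with an estimated correlation).

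**Figure D2:**
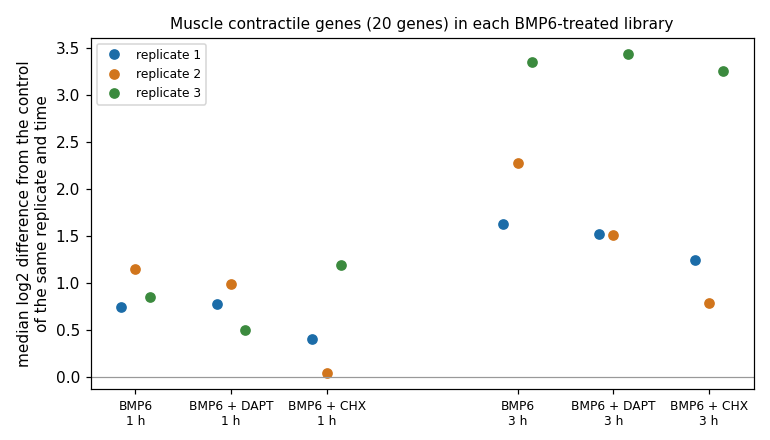
Median log2 difference in TPM (y axis) of 20 contractile and differentiation genes between each of the 18 libraries treated with BMP6 and the control library of the same replicate and time, for BMP6, BMP6 with DAPT and BMP6 with CHX at 1 h and 3 h (one point per library). All 18 points lie above 0, between 0.045 and 3.439.

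The BMP and TGF-beta lists stayed high at 3 h. Of BMP-SMAD1/5/9 targets 17 rose and 0 fell (median 1.81, camera adjusted p = 3.17e-27, adjusted p = 0.00971 with an estimated correlation), and Smad9, which had been at 0.343 TPM, reached 8.55 ± 0.290 TPM. Of TGF-beta-SMAD2/3 targets 15 rose and 2 fell (median 0.69, camera adjusted p = 1.19e-08, adjusted p = 0.0213 with an estimated correlation). Of the focal genes, chosen by the study, 5 rose (camera adjusted p = 5.01e-09, adjusted p = 0.15 with an estimated correlation): Id1 from 69.3 ± 2.33 to 612 ± 17.1 TPM (3.13), Hes1 from 12.6 ± 2.82 to 36.2 ± 4.58 TPM (1.505), Hey1 from 2.01 ± 0.214 to 9.10 ± 2.00 TPM (1.92), Lfng from 1.60 ± 0.374 to 7.004 ± 1.82 TPM (1.82) and Snai1 from 4.06 ± 0.506 to 41.3 ± 2.71 TPM (3.20). Their adjusted p-values lay between 2.48e-14 for Id1 and 5.44e-05 for Hes1. Of 9 Notch effectors 5 rose and 2 fell (camera adjusted p = 0.0582, adjusted p = 0.63 with an estimated correlation), and of 26 genes of the Notch machinery 7 rose and 4 fell (camera adjusted p = 0.381). Risen were Neurl1a, a ligand-modifying ubiquitin ligase whose locus has 91.8% of its TPM under its own name (5.05 ± 0.891 to 22.6 ± 5.91 TPM), and the ligand Jag1 (5.87 ± 1.18 to 10.7 ± 4.11 TPM). Of 12 Notch targets in MuSCs, 9 rose and 1 fell (median 0.88, camera adjusted p = 0.0012, adjusted p = 0.63 with an estimated correlation), with Megf10 from 16.1 ± 1.97 to 38.3 ± 1.88 TPM and Col5a1 from 25.2 ± 1.90 to 41.9 ± 6.95 TPM.

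Other lists were counted at 3 h of BMP6 as well. Of 20 NF-kB and cytokine genes, 13 fell and 3 rose (14 and 3 adjusted over the list alone, median -0.45, camera adjusted p = 0.00101, adjusted p = 0.63 with an estimated correlation), with the adhesion molecule Vcam1 falling from 96.2 ± 16.6 to 58.4 ± 7.23 TPM while the inhibitor Nfkbia rose by 0.52. Of 20 ribosome biogenesis genes, 10 fell and 0 rose (11 adjusted over the list alone, median -0.12, camera adjusted p = 0.00158, adjusted p = 0.63 with an estimated correlation). Of 14 p53 targets 9 fell and 1 rose (camera adjusted p = 0.0462, adjusted p = 0.63 with an estimated correlation), with Plk2 falling from 332.7 ± 74.0 to 165.5 ± 25.4 TPM. Of 16 S phase genes 10 fell and 3 rose (12 and 3 adjusted over the list alone, median -0.17, camera adjusted p = 0.0636, adjusted p = 0.824 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, went the other way and rose from 471.7 to 716.4 ± 65.9 TPM. Of 12 hypoxia response genes 7 rose and 4 fell, with Vegfa up by 0.52 and the glucose transporter Slc2a1 down by -0.62 (camera adjusted p = 0.223).

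Limma called 4255 genes for BMP6 at 3 h, 2123 up and 2132 down, with 321 up and 49 down at least 2-fold. Of the 688 genes that rose at 1 h, 509 also rose at 3 h, where 124.8 are expected for independent lists, and of the 862 that fell 471 also fell, where 157.1 are expected. The comparisons at 1 h and 3 h share no library. They come from one fit with a common residual variance per gene and a replicate block over both times. The lists are therefore not independent, and 124.8 and 157.1 are not no-change values. The same limit holds for the expected overlaps given for DAPT and CHX. Omitting replicate 2 at both times gave 2481 calls and omitting replicate 3 2738, while no single library moved the count by more than 1.5 times.

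The BMP6 effect itself was compared between the times. It was smaller at 3 h for Hes1 by -1.24 on the log2 scale (adjusted p = 0.0212) and for Snai1 by -0.56 (adjusted p = 0.0309). Both calls were lost without replicate 2 (-1.29 and -0.61, adjusted p = 0.361 and 0.195), and that of Snai1 also without replicate 3 (-0.59, 0.127) and with voom (-0.55, 0.149). The difference for Lfng of -0.69 (adjusted p = 0.0436) was no longer called without control replicate 1 at 1 h (-0.60, adjusted p = 0.107), BMP6 replicate 1 at 1 h (-0.63, 0.106), control replicate 3 at 3 h (-0.65, 0.11) or BMP6 replicate 3 at 3 h (-0.54, 0.126), nor without all libraries of replicate 1 (-0.58, 0.142) or 2 (-0.88, 0.241), nor with voom or without the replicate block (0.189). The test found no difference for Id1 (-0.12, adjusted p = 0.666) or Hey1 (0.24, adjusted p = 0.769). Sp7 had a larger rise at 3 h (difference 1.75, adjusted p = 0.000122), and Sox8 and Dtx4 fell further (-2.14 and -1.34). Of the 20 contractile genes limma called 0 in this contrast, with 3 at an unadjusted p under 0.05 (median difference 1.38), so a difference between the times was not shown for them.

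For the whole set, 965 genes differed in their BMP6 effect, 539 upward and 426 downward, against 505 and 633 after median-of-ratios scaling and 383 genes without the replicate block. Without control replicate 2 at 1 h 593 genes were called, without BMP6 replicate 3 at 1 h 613, without BMP6 replicate 2 at 3 h 603 and without control replicate 3 at 3 h 606. Leaving out replicate 2 altogether left 173 calls, and replicate 3 601.

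Vehicle-treated cells changed between 1 h and 3 h too. Cholesterol synthesis genes were higher at 3 h, 15 of 16 (median 0.64), and genes of the NF-kB list and of the ATF4 response were lower, 12 of 20 in each. The following genes were chosen after their values were seen, and single libraries were not left out for them. Mvd, an enzyme of sterol synthesis, stood at 23.3 TPM at 1 h and 54.0 TPM at 3 h (1.19), the chemokine Ccl2 at 227 and 101 TPM (-1.20) and Nfkbia at 69.8 and 34.5 TPM (-1.01). Of the focal genes Id1 was lower at 3 h (-0.25, adjusted p = 0.0752). That call was lost without control replicate 1 at 1 h (adjusted p = 0.264), replicate 2 at 1 h (0.19), replicate 2 at 3 h (0.16) or replicate 3 at 3 h (0.211), without all libraries of replicate 1 (0.113) or 2 (0.429), with the block within each time (0.114) or no block (0.137), with voom (0.117) and with no filter on low values (0.115). Limma called 2381 genes, 1926 up and 455 down, against 1205 and 1029 after median-of-ratios scaling and 1031 genes without the replicate block. Without control replicate 1 at 1 h 1165 genes were called, without control replicate 1 at 3 h 1329, without replicate 1 altogether 806 (481 up and 325 down) and without replicate 2 altogether 625.

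Whether gamma-secretase, and so Notch cleavage, is needed for the early response was addressed by adding DAPT to BMP6. At 1 h, Myf5 had the largest decrease among the genes named by the rule, from 40.8 ± 9.91 TPM with BMP6 to 16.3 ± 3.86 TPM with BMP6 and DAPT (log2 change -1.30, adjusted p = 4.48e-05). Pax7, the defining factor of MuSCs, fell from 20.7 ± 2.00 to 15.7 ± 1.45 TPM (-0.39, adjusted p = 0.0113), Fosb from 6.67 ± 1.66 to 2.60 ± 0.516 TPM and the RNA-binding protein gene Mex3a from 14.5 ± 1.06 to 8.985 ± 1.248 TPM. The stress-responsive genes Egr1 and Klf2 rose from 2.14 ± 0.192 to 5.74 ± 0.264 TPM and from 37.1 ± 3.66 to 81.9 ± 20.1 TPM, and Txnip, a regulator of glucose uptake, from 44.4 ± 7.93 to 83.6 ± 16.5 TPM. The Egr1 call held in 24 of 25 other settings (highest adjusted p = 0.19). Histone genes were also among the largest rises, with H3c4 from 2.87 ± 0.787 to 7.57 ± 2.10 TPM and H2ac25 from 23.4 ± 2.30 to 49.7 ± 11.3 TPM. Histone genes are multi-copy genes with near-identical sequences and mostly without a poly(A) tail, and the quantification did not correct for reads with several alignments, so single members are uncertain.

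Of the 5 focal genes limma called 0 with DAPT at 1 h, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. The levels with BMP6 and DAPT were 852.1 ± 50.5 TPM for Id1 (log2 change 0.11, adjusted p = 0.565, called as higher with library weights), 138.5 ± 12.6 TPM for Hes1 (0.44, 95% interval -0.003 to 0.878, adjusted p = 0.268, called as higher when only the groups compared were fitted or with library weights), 6.63 ± 0.818 TPM for Hey1 (-0.08, 0.904), 13.96 ± 1.54 TPM for Lfng (0.08, 0.808) and 64.4 ± 5.71 TPM for Snai1 (-0.05, 0.85). At 3 h limma called 0 as well, with 1 at an unadjusted p under 0.05 (camera adjusted p = 0.0879, adjusted p = 0.73 with an estimated correlation). That gene was Hes1, at 36.2 ± 4.58 TPM with BMP6 and 23.9 ± 0.873 TPM with DAPT added (-0.58, 95% interval -1.02 to -0.14, adjusted p = 0.16), lower in 3 of 3 pairs and called as lower when adjusted over the list alone. When only the groups compared were fitted, the Hes1 difference was called with an adjusted p = 0.0154, the lowest of a range up to 0.787 over all alternatives, and with library weights it was called too. Id1 stood at 610.7 ± 6.64 TPM (-0.003, adjusted p = 0.996), Hey1 at 7.30 ± 1.77 TPM (-0.30, 0.624, called as lower when only the groups compared were fitted), Lfng at 6.92 ± 1.09 TPM (0.004, 0.996) and Snai1 at 38.1 ± 2.29 TPM (-0.11, 0.644). Id1 and Hes1 were higher and Hey1 lower in 3 of 3 pairs at 1 h. Hey1 and Snai1 were lower in 3 of 3 pairs at 3 h. The main model has 1 residual variance per gene over all 8 groups. For Hes1 and Hey1 it takes in the wide spread with CHX at 3 h, SD 30.5 and 9.21 TPM. The 95% interval for Hey1 with DAPT at 3 h ran from -0.87 to 0.26. A missing call for these genes at 3 h therefore does not show that DAPT had no effect on them.

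With DAPT the focal genes were still above the control. Against the control, which is shared with the BMP6 comparison, the log2 differences at 1 h were 3.36 for Id1, 3.18 for Hes1, 1.59 for Hey1, 2.58 for Lfng and 3.71 for Snai1. At 3 h they were 3.13, 0.92, 1.61, 1.83 and 3.09 in the same order. All 20 tests of the 5 genes in the DAPT and CHX arms against the control at both times were called as higher.

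Among Notch-related lists, limma called 0 of 26 machinery genes at 1 h (3 at an unadjusted p under 0.05, median -0.06 with an upward test, camera adjusted p = 0.789) and 1 up at 3 h. Of 9 Notch effectors 1 rose and 1 fell at 1 h (median -0.08 with an upward test, camera adjusted p = 0.501). At 3 h 0 were called, with 1 at an unadjusted p under 0.05 (median -0.12, camera adjusted p = 0.0258, adjusted p = 0.63 with an estimated correlation). Of 12 Notch targets in MuSCs 1 fell at 1 h, and at 3 h 0 were called, with 1 at an unadjusted p under 0.05 (camera adjusted p = 0.388). Of 20 myogenic regulators 4 fell at 1 h (2 after median-of-ratios scaling, camera adjusted p = 0.161) and 1 fell at 3 h (2 after scaling, camera adjusted p = 0.0394, adjusted p = 0.716 with an estimated correlation). Contractile genes had 0 calls at both times, 0 at an unadjusted p under 0.05, and medians of -0.20 and -0.07, with an upward test at 1 h (camera adjusted p = 0.613). Of 18 BMP-SMAD1/5/9 targets 1 fell at 3 h (median -0.06, camera adjusted p = 0.00941, adjusted p = 0.63 with an estimated correlation).

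Some immediate early and ATF4 response genes were called with DAPT at 1 h. Of 27 immediate early genes 8 rose and 4 fell (12 and 4 adjusted over the list alone, median 0.17, camera adjusted p = 6.08e-10, adjusted p = 0.181 with an estimated correlation), with the phosphatase Dusp1 rising from 24.2 ± 1.99 to 36.1 ± 6.85 TPM. Of 20 genes of the ATF4 amino acid response 5 rose (7 adjusted over the list alone, median 0.08, camera adjusted p = 4.76e-08, adjusted p = 0.221 with an estimated correlation), with Chac1 from 79.8 ± 3.02 to 109.9 ± 7.52 TPM. Of 18 BMP-SMAD1/5/9 targets 3 rose (5 up and 3 down adjusted over the list alone, camera adjusted p = 0.0072, adjusted p = 0.63 with an estimated correlation), among them Msx1 (0.60). Ribosomal protein genes had a median of 0.04 and 1 call (camera adjusted p = 3.22e-06, adjusted p = 0.297 with an estimated correlation). Ribosome biogenesis genes had 3 down (5 adjusted over the list alone, camera adjusted p = 0.0354, adjusted p = 0.737 with an estimated correlation), with Nop2 from 158.1 ± 3.22 to 135.7 ± 4.12 TPM. SnoRNA host genes had 0 calls, 1 at an unadjusted p under 0.05, and a median of 0.16 (camera adjusted p = 0.000323, adjusted p = 0.63 with an estimated correlation).

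At 3 h Myf5 was again lower with DAPT (70.6 ± 5.78 against 39.9 ± 1.19 TPM, log2 change -0.81, adjusted p = 0.00785), and so was Cxcl5, a chemokine (20.8 ± 7.28 against 8.94 ± 1.80 TPM, -1.14). The Myf5 call held in 24 of 25 other settings (highest adjusted p = 0.507). Angptl4, which inhibits lipoprotein lipase, rose from 3.53 ± 0.514 to 6.64 ± 0.652 TPM (0.83, adjusted p = 2.03e-05), and Cpt1a, the enzyme that brings fatty acids into mitochondria, from 12.7 ± 1.69 to 21.1 ± 1.42 TPM (0.72, adjusted p = 0.00151). The connective tissue growth factor gene Ccn2 fell at both times, from 4.34 ± 0.651 to 2.75 ± 0.480 TPM at 1 h and from 4.99 ± 0.430 to 2.83 ± 0.276 TPM at 3 h. The histone gene H1f2 stood at 53.1 TPM with BMP6 and 93.1 TPM with DAPT (0.79), a call lost without BMP6 replicate 2 or DAPT replicate 2 (adjusted p = 0.121).

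The other lists with DAPT at 3 h had few called genes. Of 20 ribosome biogenesis genes 4 fell (8 after median-of-ratios scaling, 12 adjusted over the list alone, median -0.11, camera adjusted p = 1.7e-11, adjusted p = 0.181 with an estimated correlation), and of 20 NF-kB and cytokine genes 4 fell (7 adjusted over the list alone, median -0.13, camera adjusted p = 4.67e-07, adjusted p = 0.33 with an estimated correlation). Of 16 cholesterol synthesis genes 2 rose (12 adjusted over the list alone, median 0.33, camera adjusted p = 3.34e-06, adjusted p = 0.63 with an estimated correlation). Of 15 endoplasmic reticulum chaperones 2 rose (5 adjusted over the list alone, camera adjusted p = 0.00118, adjusted p = 0.63 with an estimated correlation), with Dnajb9 from 17.7 ± 0.646 to 22.9 ± 2.18 TPM. Of 18 TGF-beta-SMAD2/3 targets 3 fell (5 adjusted over the list alone, camera adjusted p = 0.00227, adjusted p = 0.252 with an estimated correlation). The hypoxia response had 0 calls and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.00511, adjusted p = 0.631 with an estimated correlation).

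Limma called 850 genes for DAPT at 1 h, 188 up and 662 down, of which 7 rose and 2 fell at least 2-fold, against 291 up and 314 down after median-of-ratios scaling and 200 genes without the replicate block. Without BMP6 replicate 1 477 genes were called, without replicate 2 344 and without replicate 3 311, and without DAPT replicate 2 344 and replicate 3 305. At 3 h limma called 575 genes, 412 up and 163 down, with 0 up and 1 down at least 2-fold. Median-of-ratios scaling gave 326 up and 292 down, and the fit without the replicate block 139 genes. Here the count was 245 without BMP6 replicate 1, 64 without replicate 2 and 344 without replicate 3, and 87 and 255 without DAPT replicates 2 and 3. Without the 3 h libraries of replicate 3, a choice made after seeing the data, it was 221. Leaving out replicate 2 altogether left 9 calls at 1 h and 2 at 3 h, with 1054 and 774 genes at an unadjusted p under 0.05, leaving out replicate 1 left 538 and 254, and leaving out replicate 3 left 199 and 151. Of the 188 genes that rose at 1 h 49 also rose at 3 h, where 6.6 are expected for independent lists.

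The genes that BMP6 raised at least 2-fold at the other time were also compared between BMP6 with DAPT and BMP6 alone. At 1 h these were 321 genes, raised by BMP6 at 1 h by a median of 0.735 on the log2 scale. With DAPT their median log2 change was -0.13 ± 0.055 (SD over 3 replicate pairs), 244 lower and 77 higher, against a median of -0.05 for random lists matched on expression, of which 0% were as low. The pair medians at 1 h were -0.08, -0.117 and -0.187. At 3 h there were 77 genes with a median BMP6 change of 1.57. Their median with DAPT differed by -0.01 ± 0.042, against 0.03 for random lists, of which 0.67% were as low. Random lists do not keep the way in which BMP6-induced genes vary together. Shares of random lists, for DAPT and for CHX, therefore do not measure the spread between replicates. Over the genes that BMP6 raised at any fold the medians were -0.054 at 1 h and 0.038 at 3 h, for which random lists were not drawn. Refitted without replicate 3, with the genes raised at least 2-fold chosen anew, the medians were -0.085 and -0.075.

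The DAPT effect differed between times for 285 genes, 255 upward and 30 downward, and for 47 and 34 genes after median-of-ratios scaling. Without the replicate block 9 genes were called. The DAPT effect was lower at 3 h than at 1 h for Klf2, Egr1 and Txnip (differences -0.82, -1.04 and -0.97) and higher for Mex3a and Fosb (0.69 and 1.04). At 3 h itself the changes were 0.29, 0.20, -0.07, 0.03 and -0.16 in this order, and of these only Klf2 was called (adjusted p = 0.0884). For Myf5 (0.48, adjusted p = 0.209) and Hes1 (-1.02, adjusted p = 0.114) a difference was not called. For Hes1 it was called without control replicate 3 at 1 h (adjusted p = 0.0895), control replicate 1 at 3 h (0.0866) or CHX replicate 1 or 3 at 3 h (0.0492 and 0.0509), and over all 42 settings its adjusted p ran from 0.0155 to 0.782. The count was 47, 77 and 64 without BMP6 replicates 1, 2 and 3 at 1 h, 146, 51 and 46 without DAPT replicates 1, 2 and 3 at 1 h, 97, 51 and 86 without the BMP6 replicates at 3 h, and 176, 48 and 77 without the DAPT replicates at 3 h. Without replicate 2 altogether limma called 0, with 737 genes at an unadjusted p under 0.05, and without replicate 1 or 3 altogether it called 50 and 4.

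CHX was added to ask whether the response needs newly made protein. There is no arm with CHX alone and none with DAPT alone, so an effect on the BMP6 response cannot be separated from an effect on the cells. At 1 h many immediate early and NF-kB genes were far higher with CHX, although a few fell and neither list was called with an estimated correlation. Egr1 rose from 2.14 ± 0.192 to 47.7 ± 6.68 TPM (log2 change 4.18), Tnfaip3, an NF-kB feedback inhibitor, from 2.79 to 37.5 ± 0.446 TPM, Jun from 107.5 ± 1.56 to 448.7 ± 28.0 TPM and Txnip from 44.4 ± 7.93 to 851.1 ± 27.8 TPM (4.26). Histone genes led the rises among the genes named by the rule, with H1f5 from 0.883 to 81.0 ± 8.10 TPM (5.90) and H3c4 from 2.87 to 74.2 ± 3.47 TPM, with the same uncertainty about shared reads. Genes that fell included the cyclins Ccnf, from 25.4 ± 2.37 to 5.97 ± 0.293 TPM (-2.00), and Ccnd2, from 18.1 ± 1.85 to 4.84 ± 0.411 TPM (-1.80), and the stress gene Sesn2, from 41.7 ± 2.58 to 13.4 ± 2.54 TPM (-1.62).

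Of the focal genes 3 rose with CHX at 1 h, in the list chosen by the study (median 0.47, camera adjusted p = 0.515). Hes1 rose from 102 ± 5.30 to 160.3 ± 4.38 TPM (0.65, adjusted p = 0.0196), Lfng from 13.3 ± 2.25 to 18.5 ± 2.49 TPM (0.47, adjusted p = 0.00951) and Snai1 from 66.5 ± 2.98 to 122 ± 7.24 TPM (0.87, adjusted p = 1.93e-06). Without replicate 2 the calls of Hes1 (0.60, adjusted p = 0.229) and Lfng (0.42, adjusted p = 0.146) were lost. Id1 stood at 709.7 ± 43.1 TPM (-0.16, adjusted p = 0.188) and was called as lower with median-of-ratios scaling, quantile normalization, library weights, only the groups compared, or without replicate 3 (-0.18, adjusted p = 0.0689). Hey1 stood at 5.51 ± 0.435 TPM (-0.33, adjusted p = 0.361) and was called as lower with only the groups compared or without replicate 3 (-0.38, adjusted p = 0.0237). At 3 h 4 rose and 1 fell (camera adjusted p = 0.704). Hes1 rose from 36.2 ± 4.58 to 89.0 ± 30.5 TPM (1.24, adjusted p = 5.82e-05), Lfng from 7.004 ± 1.82 to 11.7 ± 1.61 TPM (0.72, adjusted p = 0.000103), and Snai1 from 41.3 ± 2.71 to 74.9 ± 12.9 TPM (0.84, adjusted p = 6.75e-07), while Id1 fell from 612 ± 17.1 to 342.9 ± 74.0 TPM (-0.86, adjusted p = 9.7e-08). Hey1 stood at 9.10 ± 2.00 TPM with BMP6 and 15.0 ± 9.21 TPM with CHX (0.56, adjusted p = 0.0716), higher in 2 of 3 pairs, and its call was lost without BMP6 replicate 1 (0.54, adjusted p = 0.142), BMP6 replicate 2 (0.48, 0.186) or CHX replicate 3 (0.12, 0.569), without all libraries of replicate 2 (0.56, 0.279), and under FPKM, median-of-ratios scaling, quantile normalization, voom or only the groups compared. Against the control the log2 differences with CHX were 3.09 for Id1, 3.39 for Hes1, 1.35 for Hey1, 2.97 for Lfng and 4.63 for Snai1 at 1 h, and 2.28, 2.74, 2.47, 2.54 and 4.04 at 3 h.

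At 3 h the 10 largest rises among the genes named by the rule were those of 9 histone genes and Icam1. Icam1, an adhesion molecule under NF-kB control, rose from 0.953 ± 0.354 to 85.3 ± 11.1 TPM (log2 change 5.90), and the histone genes H2bc3 and H1f5 from 0.584 to 133 ± 10.5 TPM and from 0.783 to 157 ± 30.0 TPM. Smaller rises were those of Gadd45b, a stress-induced gene, from 53.3 ± 1.12 to 992.1 ± 61.2 TPM (4.20), and Ccn2 from 4.99 ± 0.430 to 35.0 ± 4.09 TPM (2.69). Chac1, which degrades glutathione, fell from 49.4 ± 3.96 to 4.60 ± 0.716 TPM (-3.30), and Sema7a from 47.7 to 5.78 TPM (-2.94). The mitochondrial share of TPM, 5.31% and 5.10% with CHX at 1 h and 3 h, was lower than in the other groups in these same libraries.

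Of 27 immediate early genes 22 rose and 3 fell with CHX at 1 h (median 1.08, camera adjusted p = 1.21e-11, adjusted p = 0.15 with an estimated correlation), and at 3 h 26 rose and 1 fell (median 2.32, camera adjusted p = 8.76e-09, adjusted p = 0.221 with an estimated correlation). Of 20 NF-kB and cytokine genes 17 rose and 1 fell at 1 h (18 and 1 adjusted over the list alone, median 1.37, camera adjusted p = 9.48e-10, adjusted p = 0.221 with an estimated correlation), and 19 rose and 1 fell at 3 h (median 3.08, camera adjusted p = 5.25e-08, adjusted p = 0.283 with an estimated correlation). Irf1, an interferon regulatory factor, rose from 10.2 to 231 ± 18.1 TPM at 3 h. Of 15 endoplasmic reticulum chaperones 11 fell at 1 h (median -0.24, camera adjusted p = 1.43e-05, adjusted p = 0.63 with an estimated correlation) and 15 at 3 h (median -0.50, camera adjusted p = 1.4e-06, adjusted p = 0.497 with an estimated correlation), with Herpud1 from 90.9 ± 12.2 to 17.4 ± 3.12 TPM at 3 h. Of 20 ATF4 response genes 3 rose and 6 fell at 1 h (camera adjusted p = 0.00906, adjusted p = 0.632 with an estimated correlation) and 4 rose and 11 fell at 3 h (camera adjusted p = 0.0117, adjusted p = 0.633 with an estimated correlation). Atf4 itself rose at 3 h, from 629.1 ± 34.7 to 1303 ± 88.3 TPM.

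**Figure D3:**
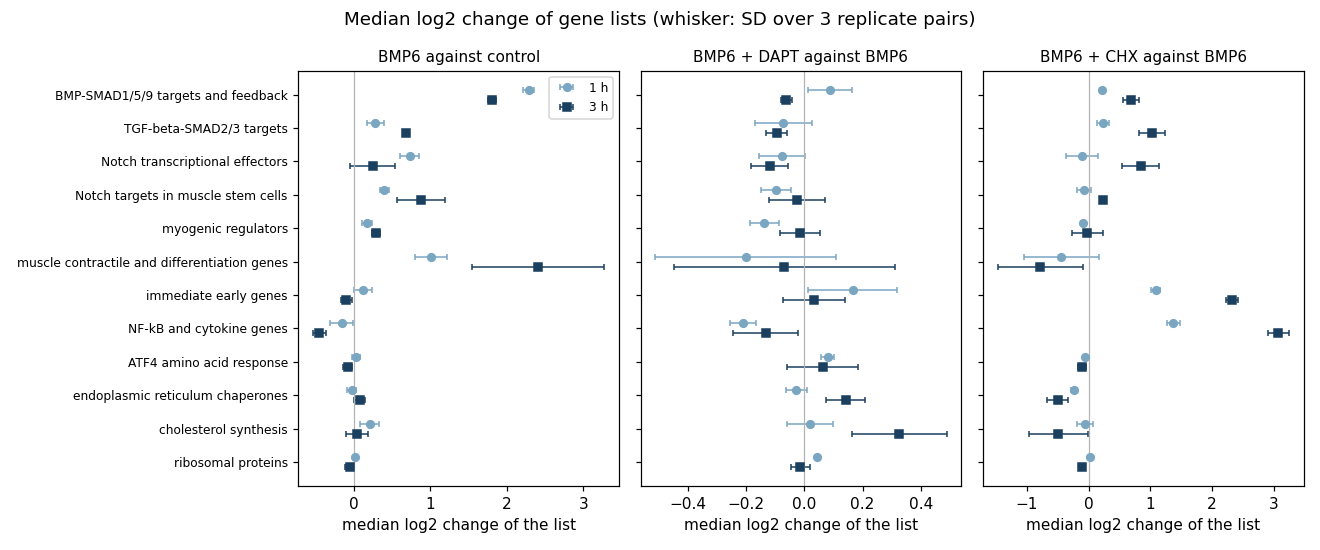
Median log2 fold change (x axis, with a different range in each of the 3 panels) of 12 gene lists for BMP6 against control, DAPT added to BMP6 and CHX added to BMP6; circles are 1 h, squares 3 h, and whiskers the SD over 3 replicate pairs. NF-kB and cytokine genes stand at 1.37 and 3.08 with CHX, and contractile genes at 1.01 and 2.41 with BMP6.

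Cholesterol synthesis, hypoxia response and G2 and M phase lists had more genes falling than rising with CHX. Of 16 cholesterol synthesis genes 13 fell at 3 h (median -0.49, camera adjusted p = 0.000748, adjusted p = 0.73 with an estimated correlation), with Sqle from 124.7 ± 16.8 to 34.8 ± 4.11 TPM. Of 12 hypoxia response genes 8 fell and 1 rose at 1 h (camera adjusted p = 0.00357, adjusted p = 0.63 with an estimated correlation) and 6 fell and 2 rose at 3 h (camera adjusted p = 0.0273, adjusted p = 0.73 with an estimated correlation). Of 16 G2 and M phase genes 6 fell at 1 h (11 after median-of-ratios scaling, camera adjusted p = 0.0192, adjusted p = 0.777 with an estimated correlation) and 10 fell and 4 rose at 3 h (camera adjusted p = 0.0598, adjusted p = 0.838 with an estimated correlation). Of 16 S phase genes 7 rose and 1 fell at 1 h (8 and 1 adjusted over the list alone, median 0.13, camera adjusted p = 0.382) and 13 rose and 3 fell at 3 h (median 0.29, camera adjusted p = 0.351), and after median-of-ratios scaling 5 and 9 rose. The kinase gene Plk1 fell and the proliferation marker Mki67 rose at 3 h (-0.78 and 0.40). Of 27 ribosomal protein genes 14 fell and 1 rose at 3 h (median -0.11, camera adjusted p = 0.0074, adjusted p = 0.63 with an estimated correlation), with 24 down and 1 up after median-of-ratios scaling (median -0.25), and a median that turned to 0.03 under quantile normalization. SnoRNA host genes had 6 up and 1 down at 1 h (7 and 1 adjusted over the list alone, camera adjusted p = 0.0757, adjusted p = 0.777 with an estimated correlation) and 8 up and 2 down at 3 h (camera adjusted p = 0.31), with Snhg15 rising at 3 h (1.70).

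Developmental lists went both ways. Of 18 BMP-SMAD1/5/9 targets 11 rose and 2 fell with CHX at 1 h (camera adjusted p = 0.161) and 14 rose and 2 fell at 3 h (median 0.68, camera adjusted p = 0.0879, adjusted p = 0.737 with an estimated correlation). Of 18 TGF-beta-SMAD2/3 targets 11 rose and 4 fell at 3 h (median 1.02, camera adjusted p = 0.0879, adjusted p = 0.63 with an estimated correlation), with Klf10 from 93.1 to 722.6 ± 38.1 TPM. Of 19 BMP ligands, receptors and SMADs 2 rose and 5 fell at 1 h (camera adjusted p = 0.0741, adjusted p = 0.654 with an estimated correlation). Of 26 Notch machinery genes 12 rose and 7 fell at 3 h, with a median of 0.11 that turned negative with median-of-ratios scaling or quantile normalization, and a downward test (camera adjusted p = 0.773). The coactivator gene Maml2 rose (2.36). Of 9 Notch effectors 7 rose and 1 fell at 3 h (median 0.84, camera adjusted p = 0.224). Of 20 contractile genes limma called 0 at 1 h, 0 of them at an unadjusted p under 0.05 (median -0.45, camera adjusted p = 0.0623, adjusted p = 0.848 with an estimated correlation). At 3 h 4 fell, but 0 when adjusted over the list alone (median -0.79, camera adjusted p = 0.0879, adjusted p = 0.848 with an estimated correlation). Among these was Myh8, the perinatal myosin heavy chain, from 1.90 ± 1.58 to 0.271 ± 0.302 TPM. When the 3 h libraries of replicate 3 were omitted, a choice made after seeing the data, 13 fell and 1 rose (median -1.15).

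Limma called 5516 genes for CHX at 1 h, 3563 up and 1953 down, of which 212 rose and 38 fell at least 2-fold, against 2991 up and 2804 down after median-of-ratios scaling. At 3 h it called 8806 genes, 5585 up and 3221 down, with 1019 up and 276 down at least 2-fold, against 4399 up and 4623 down after scaling. The median of all genes at 3 h was 0.111, so changes of that size say little about a gene's own direction. Of the 3563 genes that rose at 1 h, 3192 rose at 3 h, where 1700.7 are expected for independent lists. Without replicate 2 at both times 3576 genes were called at 1 h.

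The CHX effect differed between times for 6116 genes, 4005 upward and 2111 downward (3091 and 3139 after median-of-ratios scaling). Leaving out replicate 2 altogether left 3822 calls. Of 20 NF-kB and cytokine genes 18 had a larger effect at 3 h and 0 a smaller one, and of 27 immediate early genes 20 had a larger and 1 a smaller one. Icam1 rose further at 3 h (difference 3.56), and Chac1 fell further (-2.23). The CHX effect on Id1 was lower at 3 h than at 1 h (difference -0.70, adjusted p = 0.000246). For Hey1 the difference of 0.88 (adjusted p = 0.0666) was no longer called without BMP6 replicate 1 or 2 at 1 h (0.76 and 0.79, adjusted p = 0.148 and 0.138), CHX replicate 3 at 1 h (0.74, 0.158) or BMP6 replicate 1 or 2 at 3 h (0.86 and 0.80, 0.112 and 0.136), nor without all libraries of replicate 2 (0.86, 0.323) or with voom (0.87, 0.124). Without CHX replicate 3 at 3 h it was 0.45 (adjusted p = 0.153). Hes1 (0.59, adjusted p = 0.117, called in 10 of 42 settings), Lfng (0.25, adjusted p = 0.303) and Snai1 (-0.03, adjusted p = 0.888) were not called. Among single libraries, Hes1 was called without control replicate 3 at 1 h (adjusted p = 0.0924), control replicate 1 (0.093) or 3 (0.0921), BMP6 replicate 1 (0.0919) or CHX replicate 1 at 3 h (0.0111), and Lfng without CHX replicate 1 at 3 h (0.0541).

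Among the genes that BMP6 raised at the other time, CHX lowered the median at 1 h by a log2 change of -0.17 ± 0.16 (SD over 3 replicate pairs, 321 genes, 214 lower), against 0.07 for random lists, of which 0% were as low. Replicate pair 3 stood at 0.04 by itself, and refitted without replicate 2, with the genes chosen anew, the median was -0.067. At 3 h the 77 genes were higher by a median of 0.91 ± 0.149 (58 higher, 19 lower), against 0.12 for random lists, and 100% of these were lower. Pairs 1 and 2 stood at 0.70 and 0.90 by themselves, and refitted without replicate 3, with the genes chosen anew, the median at 3 h was 0.27. Over the genes that BMP6 raised at any fold the medians were -0.022 at 1 h and 0.432 at 3 h, for which random lists were not drawn.

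Markers of other cell types were measured as a check on the cultures. Many of them had a mean below 0.5 TPM and were not tested. Among these were Ptprc (0.007), Emcn (0.007), Myh11 (0.061), Tnmd (0.001) and Sox10 (0.013), while Fcer1g stood near the limit (0.489). The lists here hold only the remaining genes, so changes in so few genes do not by themselves show the presence of other cells. Of 2 pericyte and smooth muscle genes, 1 rose with BMP6 at 1 h and 2 at 3 h (medians 1.23 and 2.10, camera adjusted p = 0.00199 and 0.00228, adjusted p = 0.15 with an estimated correlation at both times). Cspg4, which encodes NG2, rose from 2.83 ± 0.834 to 12.7 ± 0.612 TPM at 1 h and from 2.73 to 23.9 ± 4.33 TPM at 3 h. The tenocyte marker Scx rose from 42.0 to 68.9 ± 10.2 TPM at 1 h (camera adjusted p = 0.0701, adjusted p = 0.33 with an estimated correlation). Of 5 fibroblast markers 2 rose and 2 fell at 3 h with BMP6 (median 0.19, mean -0.21, camera adjusted p = 0.967), and the median turned to -0.38 with FPKM. Dcn fell from 4.92 to 1.74 TPM and Pdgfra rose (0.56). Of 3 endothelial markers 1 fell at 1 h and 1 rose and 1 fell at 3 h. Of 2 hematopoietic markers 1 rose with DAPT at 1 h (median 0.34, camera adjusted p = 0.00906, adjusted p = 0.15 with an estimated correlation). The 2 Schwann cell markers were both higher with CHX at 3 h (median 1.03), and with DAPT at 3 h 0 were called, with 2 at an unadjusted p under 0.05 and 2 as lower adjusted over the list alone (camera adjusted p = 0.0258, adjusted p = 0.281 with an estimated correlation). The 5 reference genes of the study's qPCR arrays had 1 down at 1 h and 3 down at 3 h with BMP6, and 1 up and 4 down with CHX at 3 h. Actb among them stood at 2026 TPM with BMP6 and 1437 TPM with CHX.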

Values the study reported

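The study reported 89 genes changed by BMP6 and/or BMP4 after 1 h in a separate experiment, at a fold change of at least 2.0 or at most 0.5 and an FDR below 0.1. On day 4 of culture the fusion index was given as 16.8 (SD 5.7) for control cells, 5.7 (SD 2.3) with BMP6 and 25.0 (SD 2.5) with the antagonistic BMP receptor. Earlier in that long-term culture, kept in medium with serum, the study's qPCR showed lower Myog and Mymk with BMP6. In the serum-free inhibitor experiment Myog was higher with BMP6 at 3 h, the opposite direction. The cause of this difference was not tested. The study also stated that the MYOD targets Des and Ckm did not respond at its early time point.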

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

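The tests of the contractile genes and of the histone genes, and the naming of Fos, were chosen only after the results were seen.

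BMP6, DAPT and CHX effects that differed between 1 h and 3 h stood out by the test of the difference. For BMP6 965 genes differed, among them Hes1 (-1.24), Lfng (-0.69) and Snai1 (-0.56), whose rise was smaller at 3 h. Of 36 genes named for BMP6, 14 differed, 9 of them with a larger effect at 3 h. For DAPT 285 genes differed, and 9 of 36 named genes, 1 of them with a larger effect at 3 h. For CHX 6116 genes differed, with Id1 at -0.70 and Hey1 at 0.88, and 27 of 33 named genes, all 27 with a larger effect at 3 h. The named genes were picked by the size of their change at either time, so these tallies follow partly from the choice. For Lfng and Hey1 the libraries that decide the call are named in the report.

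Genes of the name classes that had been left out also responded to BMP6. Of 2710 tested, 146 were called at 1 h, 63 up and 83 down, and 393 at 3 h, 190 up and 203 down. Fos, an immediate early gene that the name rule removes, rose from 1.502 ± 0.204 to 3.10 ± 0.721 TPM with BMP6 at 1 h (log2 change 0.83, adjusted p = 0.00521). With CHX it rose further, to 24.5 TPM at 1 h (2.81) and from 3.21 to 31.5 TPM at 3 h (3.06).

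The libraries of each comparison were also split in other ways. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each of the 7 comparisons 1 split, the real one, reached the real count. The real count and the highest other were 1550 and 0 for BMP6 at 1 h, 4255 and 0 at 3 h, 850 and 1 for DAPT at 1 h, 575 and 6 at 3 h, 5516 and 0 for CHX at 1 h, 8806 and 1 at 3 h, and 2381 and 804 for the controls of both times. Among splits that, like the real one, part all 3 replicate pairs, the highest was 1 for DAPT at 1 h and 0 in the other 6 comparisons, so the splits with 6 and 804 calls keep at least 1 pair together on one side. Every split other than the real one holds both groups on each side, so real effects add to the spread within the sides. Low counts in those splits were therefore likely in advance and do not show how many calls chance alone would give. For the differences between times, 100 regroupings of the 12 libraries were drawn, the real one included. As many genes as in the real groups were called in 16 for BMP6, 11 for DAPT and 5 for CHX. The highest other counts were 3847, 5989 and 6528 against real counts of 965, 285 and 6116. Regroupings that call several times the real count point to a structure of the samples. They mix times and treatments, so they hold real effects and do not decide whether chance can be excluded.

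Contractile genes were higher with BMP6 at 3 h, 20 of 20. After median-of-ratios scaling their median log2 change was 2.398, against 2.407 before. The factors of the control and BMP6 libraries at 3 h, between 0.9749 and 1.0642, apply to all genes of a library alike. Factors of this size argue against library scaling as the whole cause, but the scaled median could hardly have come out otherwise. In 6 of 6 sets of 4 dishes the control was lowest, but 3 of these sets hold the libraries in which the rise was seen, so an unequal share of differentiated cells between dishes stays open. Fragments of adult fibres would bring the adult myosin Myh4, and its 0.271 TPM with BMP6 at 3 h, beside 75.1 TPM for the embryonic Myh3, argues against them as the main source, although Myh1 rose from 0.541 to 6.94 TPM. An effect of BMP6 itself on muscle differentiation genes was not separated from an unequal share of differentiated cells.

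Histone genes, 60 collected by name after their values were seen, had 21 called up with DAPT at 1 h (median 0.387, and 21 up after median-of-ratios scaling) and 2 at 3 h, while for the difference of the DAPT effect between times limma called 0 of 60, with 8 at an unadjusted p under 0.05 (median -0.192). Material from a CHX library in the DAPT libraries would raise other CHX-induced genes alike: of 115 genes outside the histones that CHX raised at least 2-fold to 5 TPM or more, 76 were higher with DAPT, and the median change over all 115 was 4.13% of the CHX rise against 6.38% for the histone genes. Egr1 and Txnip rose with DAPT as well, while only 2 of 17 NF-kB genes raised by CHX were higher (median -6.29% of the CHX rise). The DAPT and CHX changes use the same BMP6 libraries, so a low value there raises both. The 76 of 115 therefore have no known no-change value. The values point both ways, and carry-over stays open. Low histone values in the BMP6 libraries would leave DAPT at the level of the control, but DAPT exceeded the control by a median of 0.363, with 29 genes called up. Reads shared between histone copies and a change in polyadenylated histone RNA were not tested, and so an effect of DAPT on histone RNA stays open too.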

How the results depend on the processing

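One alternative, omitting the 3 h libraries of replicate 3, was chosen only after the results were seen. It gave 2797 calls for BMP6 at 3 h and 221 for DAPT at 3 h. The replicate number pairs the libraries, and without the replicate block the calls numbered 517 for BMP6 at 1 h, 200 for DAPT at 1 h, 139 for DAPT at 3 h, 383 and 9 for the difference between times of the BMP6 and DAPT effects, and 1031 for the controls. It moved no other count by more than 1.5 times.

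Counts that moved by more than 1.5 times under other settings were these, and the cause was not tested except where stated. With FPKM, 447 genes were called for DAPT at 1 h and 64 for the DAPT difference between times, which had 81 with median-of-ratios scaling. Quantile normalization gave 494 for DAPT at 1 h, 23 for the DAPT difference and 1463 for the controls, which had 1532 with a mean TPM of at least 5 because fewer genes were tested. With only the groups compared, counts were 2439 for BMP6 at 1 h, 2337 for DAPT at 1 h, 463 for the DAPT difference and 1172 for the controls. Library weights gave 2831 for BMP6 at 1 h, 3407 and 1235 for DAPT at 1 h and 3 h, and 2530 and 1755 for the BMP6 and DAPT differences. The stricter adjusted p below 0.05 left, by construction, 936 for BMP6 at 1 h, 419 and 269 for DAPT at 1 h and 3 h, and 585 and 61 for those differences. Over genes raised by BMP6 at any fold, the median change was -0.054 with DAPT at 1 h, 0.038 with DAPT at 3 h, -0.022 with CHX at 1 h and 0.432 with CHX at 3 h. With an estimated correlation 5 of 68 list calls held.

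With single libraries or whole replicates left out, counts ran from 439 to 2327 for BMP6 at 1 h, 2481 to 3979 for BMP6 at 3 h, 9 to 570 for DAPT at 1 h, 2 to 425 for DAPT at 3 h, 3576 to 5099 for CHX at 1 h and 7618 to 8729 for CHX at 3 h. Differences between times ran from 173 to 1337 for BMP6, 0 to 176 for DAPT (with 737 genes at an unadjusted p under 0.05 for the 0) and 3822 to 6172 for CHX, and the controls from 625 to 2636. The median of BMP6-induced genes, chosen anew in each fit, ran from -0.131 to -0.085 for DAPT at 1 h, -0.075 to -0.004 for DAPT at 3 h, -0.217 to -0.067 for CHX at 1 h and 0.266 to 1.092 for CHX at 3 h. The focal genes stayed above the control in 20 to 20 of 20 tests. The lowest count of calls came from leaving out replicate 2 in each of these comparisons, in a fit with fewer libraries.

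Of 16349 comparisons of single named genes with an alternative, 15233 kept direction and call, 1004 lost the call, 110 gained one and 2 reversed. These were Hsp90ab1 with CHX at 3 h, 0.077 with quantile normalization (main value -0.07), and Egfl7 with CHX at 3 h, 0.024 with TPM summed over transcripts (main value -0.33), whose locus holds 69.6% of its TPM under its own name. Depth, 16.8 to 21.1 Gb, was taken as aligned bases and not as reads, so no counting error is given.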

Other observations

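The genes and lists given for the controls were chosen only after their values were seen, and the other values come from planned tests.

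Sema4c, Gse1 and Procr, which are in none of the lists, also changed with BMP6. Sema4c fell at 1 h from 46.8 ± 1.34 to 22.4 ± 1.11 TPM and fell again with CHX at 3 h, from 20.9 to 3.59 TPM. Gse1, a member of a co-repressor complex, rose with BMP6 at 1 h from 4.48 to 37.6 ± 2.03 TPM, and its rise was smaller at 3 h by -0.90 on the log2 scale (limma test of the difference). Procr, the protein C receptor, fell at 3 h from 22.1 to 7.87 TPM.

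Several genes differed between the controls of both times. The lipid phosphatase gene Lpin1 stood at 1.74 TPM at 1 h and 5.15 TPM at 3 h (log2 change 1.34), Egr1 at 2.18 and 6.02 TPM (1.27) and the matrix gene Ccn1 at 42.0 and 88.0 TPM (1.02). Among the lists, 8 of 14 p53 targets rose and 1 fell, 7 of 15 endoplasmic reticulum chaperones rose and 5 of 20 ribosome biogenesis genes fell in the controls between the times.

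Myod1 was near the same level at both times with BMP6, 632.9 ± 25 and 630.5 ± 55.1 TPM, while Myf5 fell at 1 h and was lower again with DAPT. These are values, and no explanation was tested.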
